A study of Mus musculus with 24 samples. Its data were reported in "VPS39-deficiency observed in type 2 diabetes impairs muscle stem cell differentiation via altered autophagy and epigenetics" (2021).

How the data were processed

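Gene expression was measured in tibialis anterior muscle of 24 mice with Clariom S mouse arrays. The mice were heterozygous for a disrupted Vps39 allele (Vps39+/-) or wild type (WT), on a C57BL/6J background, and each combination of genotype and sex held 6 mice. Per the labels, the whole muscle was homogenised and RNA was extracted with a kit for fibrous tissue. The authors processed the arrays with Expression Console version 1.4.1.46, using Robust Multi-array Analysis (RMA), which subtracts background, makes the arrays' distributions alike and summarises probes into probe sets, and they deposited the resulting log2 values. RMA shrinks small differences at the dim end and scales all arrays to a shared distribution, so a change shared by most genes would be removed, and a level near the floor carries little information. The genome build behind the array annotation is not given in the sources used here.

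The deposited table held 28846 probe sets, of which 6640 were controls and were left out. Of the remaining 22206, 19572 carried 1 gene symbol in the platform annotation, 0 carried several and 2634 carried none. The 19572 named probe sets, with 19505 distinct symbols, were tested. Gene symbols were checked by Entrez identifier against a RefSeq table of the GRCm38.p6 assembly (19572 matched, 0 symbols changed), and that table was otherwise used only to find which genes neighbour Vps39. Arrays have no read depth, and the number of arrays per group limits the precision.

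Groups were taken from the sample labels, and replicates were numbered in accession order, so that a number pairs no mice across groups. The genotype effect was fitted with limma 3.58.1 in R 4.3.3 over all 24 mice with no covariate, following the unpaired comparison of the study. The genotype effect within females and within males, the genotype by sex interaction and the sex effect came from a limma fit of 4 group means, which share a single estimate of the spread. Tests were two-sided, with Benjamini-Hochberg adjustment over the 19572 probe sets and a threshold of 0.05. The methods' t-test, unpaired and with equal variances, was run on the same values. Single values were compared by permutation of the genotype labels, exactly for 6 against 6 and with 100000 draws for 12 against 12.

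Before the data were examined, 31 gene lists were fixed (pathways, complexes and markers of the cell types a muscle can hold), of which 30 were tested as sets with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists, and again with a correlation estimated for each list. The list of sex-linked genes was used only to check the sex labels. A gene with several probe sets entered its list with the one of highest mean. For each list, members past 0.05 were counted with the adjustment over all genes tested and adjusted over the list alone. The share of genes with an unadjusted p under 0.05 within 10 Mb of Vps39 was compared with all other autosomal genes by Fisher's exact test, and the mean absolute t statistic with that in 10000 random windows. Some values for this region had been seen in the supplement of the study when that test was planned.

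The genes to be named were also fixed in advance. For genotype they were Vps39, Atg5 and Dnmt3b, then, among probe sets with a mean log2 value of 5 or more, the 6 in each direction with the largest change past the threshold, filled up by smallest p where fewer passed, and the 3 in each direction with the smallest p among dimmer probe sets. For sex they were the 8 largest increases and the 8 largest decreases past the threshold, sex-linked genes apart. Within each sex and for the interaction they were the 3 smallest p in each direction among probe sets with a mean of 5 or more, and for a gene list up to 4 members with the smallest p.

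The alternatives were shifting each array to the same median, cyclic loess, only probe sets with a mean of 5 or more, all non-control probe sets, an intensity trend with a robust prior, array weights, the first principal component of the residuals as a covariate, sex as a covariate, each sex or WT mice alone, the methods' t-test, and leaving out each array in turn. The sample titles carry 5 different numbers before a point, whose meaning is not stated. These were tried as a fixed and as a random block, the latter with statmod 1.5.0. Among females, numbers 6 and 7 held only WT mice, and numbers 2 and 4 only Vps39+/- mice. The block is therefore nearly confounded with genotype in females, which also bears on the interaction. The titles also open with a running number, from 1 to 6 in Vps39+/- females and 7 to 12 in WT females. It runs from 13 to 18 in Vps39+/- males and 19 to 24 in WT males. Its meaning is not stated. If it were an order of processing, that order could not be told apart from sex, or from genotype within each sex. After the data were examined, lists of genes typical of liver and of other organs were written, and every comparison was run again without the 4 arrays of highest liver-list mean and with the liver-list mean as a covariate.

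The scripts were tested on simulated arrays drawn from the real means and spreads, with 200 genes changed by known amounts. Of 50 genes changed by 0.5 on the log2 scale, the genotype comparison recovered 84%, the comparison within females 48%, that within males 56%, the interaction 22% and the sex comparison 80%. Of 50 genes changed by 1, they recovered 100%, 100%, 98%, 80% and 98%. Among unchanged genes they called 7, 5, 6, 6 and 8. Each simulated gene was drawn independently with the spread within groups, without the sex differences or liver transcripts of the real arrays. Recovery in the real arrays may therefore be lower.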

Results

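The data were RMA expression values of 24 tibialis anterior muscles, a fast hindlimb muscle, from 6 WT females, 6 WT males, 6 Vps39+/- females and 6 Vps39+/- males. Vps39 encodes a subunit of the HOPS complex, which tethers late endosomes and autophagosomes to lysosomes. Array medians lay between 5.55 and 5.64 on the log2 scale, and pairs of arrays correlated with Pearson's r from 0.935 to 0.989 across genes, which are not independent replicates. The Y-linked genes Eif2s3y and Uty were higher in males by 5.36 and 3.79, each in 12 of 12 males (limma adjusted p = 4e-19 and 5e-17), and all 7 measured sex-linked genes passed in the direction of the labelled sex.

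Transcripts of liver were high in some of the muscles. The mean of 26 measured liver genes, a list written after the data were examined, was 7.36 ± 2.75 in WT females, 6.08 ± 1.16 in Vps39+/- females, 5.14 ± 1.00 in WT males and 6.38 ± 2.28 in Vps39+/- males (SD, n = 6 each). It was 11.19 in WT female 2, 9.94 in WT female 6, 9.61 in Vps39+/- male 3 and 8.99 in Vps39+/- male 2. The other 20 arrays had a median of 4.86 and ranged from 4.51 in WT male 4 to 7.83 in WT female 3. Leaving out the 4 highest arrays therefore does not remove all liver transcripts. It also takes only WT females and Vps39+/- males, so the groups left are unequal in size. Albumin (Alb), the main plasma protein made by liver, stood at 13.56 in WT female 2 and 5.38 in WT male 4. The first principal component held 33.1% of the variance, and 18 of its 50 highest loadings were liver-list genes, led by Fgg, a fibrinogen chain. The liver-list mean differed between genotypes by -0.02 (permutation p = 0.982), by -1.28 in females (exact permutation p = 0.325) and by 1.24 in males (exact permutation p = 0.225).

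**Figure D1:**
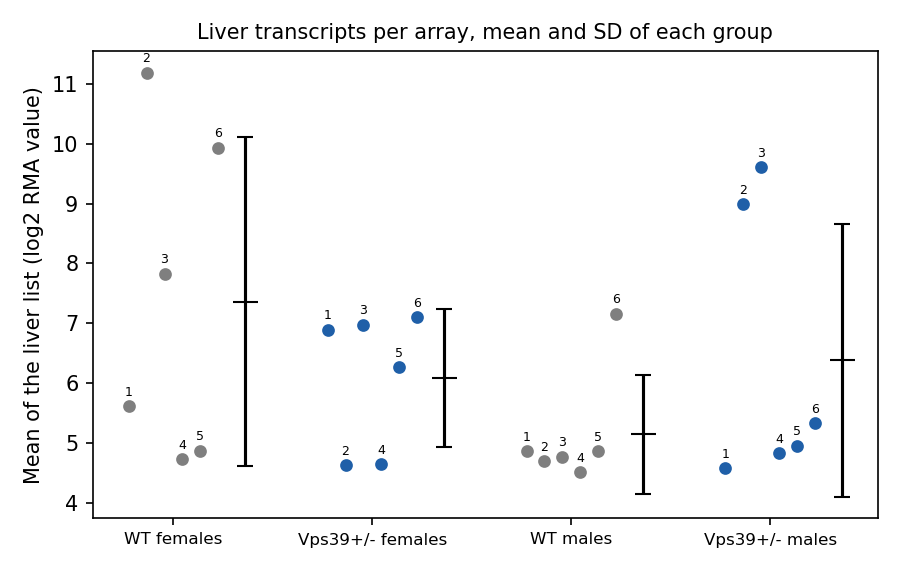
Mean log2 RMA value of the liver list in each of the 24 arrays by group, with replicate numbers, and the mean and SD of each group at the right of its points. WT female 2 lies highest at 11.19, and the median over all arrays is 5.14.

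The first question was how the targeted gene itself stood. Vps39 was 7.836 ± 0.461 in Vps39+/- and 7.499 ± 0.449 in WT muscle (SD, n = 12 each), a difference of 0.34 with a 95% interval from -0.02 to 0.70 (permutation p = 0.0849), and 10 of 12 Vps39+/- arrays lay above the WT mean. The difference was 0.53 in females (exact permutation p = 0.115) and 0.15 in males (exact permutation p = 0.487). The direction is opposite to the lower level the study measured by quantitative PCR, with an assay across the disrupted part of the gene and a larger number of mice. The array's probes may lie outside that part, so this value does not check the genotype labels. Before adjustment, limma's test of the difference passed 0.05 only when WT male 1, WT male 2, Vps39+/- female 4 or Vps39+/- male 3 was left out (0.40, 0.38, 0.44 and 0.38).

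**Figure D2:**
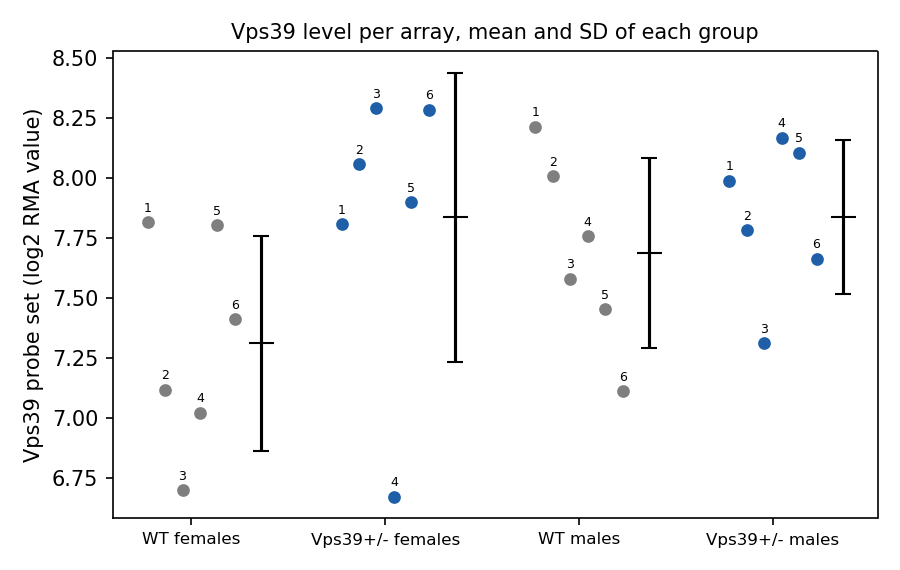
Log2 RMA value of the Vps39 probe set in each array by group, with replicate numbers, and the mean and SD of each group at the right of its points. Group means are 7.31 in WT females, 7.84 in Vps39+/- females, 7.69 in WT males and 7.84 in Vps39+/- males.

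The main comparison asked which muscle genes differ between Vps39+/- and WT mice. The smallest p among genes of mean 5 or more and higher in Vps39+/- belonged to Trmu, which modifies mitochondrial transfer RNA (0.31 higher, SE 0.07), and Engase, which removes glycans from misfolded proteins in the cytosol (0.28 higher, SE 0.06). Among genes lower in Vps39+/-, it belonged to Utp18, a factor of ribosomal RNA processing (-0.38, SE 0.08), and Hook3, an adaptor between vesicles and the dynein motor (-0.24, SE 0.05). All 12 Vps39+/- arrays lay on the stated side of the WT mean for these 4 genes, and limma's adjusted p were 0.235, 0.316, 0.228 and 0.316. The zinc finger genes Zscan18 and Zfp773, Gdap1l1 and the methyltransferase gene Mettl23 were higher by 0.35, 0.33, 0.32 and 0.23. Tmed7, a cargo receptor of the early secretory pathway, the transcription factor gene Sp3, the purine salvage gene Hprt and the nuclear export gene Xpo7 stood at -0.19, -0.20, -0.16 and -0.24. None of these passed the adjusted threshold.

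Of the genes the study named on these samples, Atg5, needed to form autophagosomes, was -0.16 (SE 0.06, lower in 12 of 12 Vps39+/- arrays) and Dnmt3b, a DNA methyltransferase, was 0.27 (SE 0.10, higher in 11 of 12, at a dim mean of 3.52), with limma adjusted p of 0.580 and 0.573. Their unadjusted limma p were 0.0133 and 0.0110, both under the unadjusted threshold by which the study called genes in this comparison. Both genes were named by the study on these samples, so they are not independent evidence. Among other dim probe sets, the olfactory receptor gene Olfr66 was 0.42 higher in 12 of 12 arrays (adjusted p = 0.0815, the smallest of the comparison), 1700031M16Rik 0.58 and Tmem212 0.49 higher (both adjusted p = 0.113). Slc18b1, a polyamine transporter gene, the cyclin gene Ccnb3 and Rdh10, an enzyme of retinoic acid synthesis, stood at -0.57, -0.34 and -0.36.

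Over 19572 genes, limma called 0 at an adjusted p under 0.05, and 1436 had an unadjusted p under 0.05 (924 higher and 512 lower). By chance 979 are expected on average, but genes vary together, so counts scatter widely around that. Other splits of the same mice gave a median of 867 and at most 1838. Of 100 splits, the real one included, 5 had as many as 1436. Of these 1436, 64.3% were higher, against 48.3% of 1350 with each array shifted to the same median and 49.2% of 1348 after cyclic loess. The methods' t-test gave 1474 genes unadjusted and 0 after Benjamini-Hochberg adjustment, and 1676 and 0 over all 22206 non-control probe sets. The study describes the same number of probes as annotated to gene symbols, while 2634 of these carried none in the annotation used here. The difference from its count of genes was not traced. Limma called 0 and had 1373 unadjusted without the 4 arrays of highest liver-list mean. Olfr66 passed when WT female 3, WT female 4 or Vps39+/- female 2 was left out (0.44 in each), and Zscan18 (0.42) and Tmem212 (0.52) passed without WT female 3. With the title number as a fixed block, Olfr66, Tmem212 (both adjusted p = 0.0241), Zscan18 and 1700031M16Rik (both 0.0405) passed, and with array weights Olfr66 did (0.0267).

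**Figure D3:**
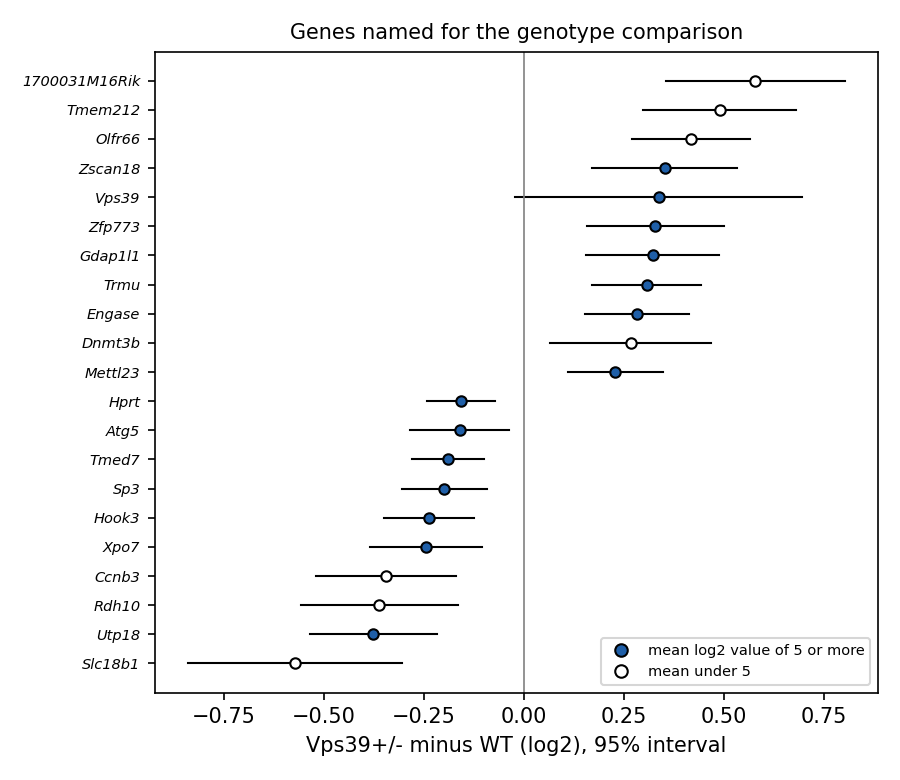
Difference between Vps39+/- and WT (log2) with its 95% interval from limma for each gene named in the genotype comparison. Open points mark probe sets with a mean under 5, and no gene passed after adjustment.

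Among the gene lists, subunits of the proteasome, the complex that degrades ubiquitinated proteins, were lower in Vps39+/- as a group, with 34 of 42 members below 0 and a mean difference of -0.06 (camera adjusted p = 5.5e-06). Genes of the cytosolic ribosome were lower in 46 of 56 members (mean -0.03, adjusted p = 0.00111), spliceosome genes in 54 of 87 (mean -0.03, adjusted p = 0.0315) and lysosome genes in 27 of 39 (mean -0.05, adjusted p = 0.0351). With an estimated correlation none of the 4 lists passed (adjusted p = 0.750, 0.834, 0.765 and 0.750). The members with the smallest p were Psmc6 (-0.15) and Psmc2 (-0.11), ATPases of the regulatory particle, Rpl7a (-0.10) and Rpl21 (-0.08), Sf3b6 (-0.13) and Ddx46 (-0.18), and the lysosomal genes Ctsz (-0.24) and Lamp2 (-0.20), while Dhx38 of the spliceosome was 0.16. No member of the 4 lists passed, over all genes or adjusted over the list alone. The study chose the proteasome, ribosome and spliceosome on these samples, so they are not independent evidence.

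Without the 4 arrays of highest liver-list mean, the proteasome list passed and ribosome, spliceosome and lysosome did not (adjusted p = 0.221 each). With all arrays and the liver-list mean as a covariate, all 4 passed (ribosome 0.00312, spliceosome 0.0369, lysosome 0.0258). With an estimated correlation none of the 4 passed under that covariate (adjusted p = 0.836 for the ribosome and 0.600 for the others). Nor did the proteasome pass so without the 4 arrays (0.642). After cyclic loess the ribosome, spliceosome and lysosome calls ended (0.194 each), and among genes of mean 5 or more those of spliceosome and lysosome (0.0622 each). Leaving out 1 of WT female 1, WT male 4, or Vps39+/- male 2, 3 or 5 ended the spliceosome call (adjusted p from 0.0553 to 0.137), and 1 of WT female 1, 2, 4 or 5, WT male 4, Vps39+/- female 1, or Vps39+/- male 2, 3, 5 or 6 that of the lysosome (0.0519 to 0.142).

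Apart from the lysosome list, lists close to the function of Vps39 did not pass for genotype. Other subunits of HOPS and the related CORVET complex had 4 of 7 members lower (mean -0.02, adjusted p = 0.540), led by Vps41 (-0.12). The autophagy machinery had 26 of 47 lower (adjusted p = 0.247), with Tax1bp1, an autophagy receptor, at -0.15 and Atg2a, a lipid transfer protein, at 0.17. Adjusted p was 0.999 for mTOR signalling, 0.640 for insulin signalling and glucose uptake, 0.506 for glycolysis, 0.0953 for the respiratory chain, 0.426 for fatty acid oxidation, 0.575 for myogenic regulators, 0.811 for fast and 0.506 for slow fibre genes. Of 82 enzymes that modify DNA or histones, 1 passed adjusted over the list alone, the arginine methyltransferase gene Prmt8 (0.40, at a mean of 3.12, the level of background), and 0 over all genes (adjusted p of the list = 0.506). Of 7 lymphocyte markers, Cd3e (0.26, at a dim mean of 3.93), part of the T cell receptor complex, passed adjusted over the list alone (list adjusted p = 0.247).

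Genes near Vps39 differed by genotype more often than other autosomal genes. Within 10 Mb, 31 of 232 genes (13.4%) had an unadjusted limma p under 0.05, 19 higher and 12 lower, against 7.25% of 18493 others (odds ratio 1.97, 95% interval 1.3 to 2.9, Fisher's exact p = 0.0013). The smallest p belonged to Tmco5b (0.28), the kinase gene Pak6 (0.33), Haus2 of the mitotic spindle (-0.21) and Pla2g4f, a phospholipase gene (0.22). The mean absolute t of the 232 genes was 1.05 against a median of 0.90 in random windows. Of 10000 windows 0 reached it (p = 0.0001 by permutation of the window position, the smallest it can give). The windows overlap and are not independent draws, so this p is too small. Both this test and Fisher's take genes as the units, and neither measures the spread between mice. Of the 31 genes, 13 had a mean under 5, among them Tmco5b, Pla2g4f and 5 olfactory receptor genes. Among genes of mean 5 or more, refitted alone, 18 of 128 (14.1%) passed against 7.84% of others (Fisher's exact p = 0.0192). Values for part of this region had been seen before the test was planned.

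In females, the smallest p among genes of mean 5 or more belonged to Actc1, cardiac actin. Actc1 was 0.77 higher in Vps39+/- females (SE 0.15, in 6 of 6 arrays) and differed by -0.007 in males, at a mean of 9.05. It lies 6.28 Mb from Vps39 and is among the 31 genes within 10 Mb that had an unadjusted p under 0.05 for genotype. Itga8, an integrin, and Rftn1, a lipid raft protein, were 0.41 and 0.62 higher. Bag4, Tmed7 and the metallothionein gene Mt2 stood at -0.52, -0.25 and -1.0, each lower in 6 of 6 arrays. Limma's adjusted p were 0.214 for Actc1 and Itga8 and 0.357 for the others, so none passed. Limma called 0 genes and had 1628 unadjusted (1049 higher, 579 lower, 64.4% higher against 43.1% of 1574 after cyclic loess). It called 285 with the first residual component as a covariate, of which 118 correlate over 0.9 with the liver-list mean. With the title number as a fixed block it called 2 and had 2573 unadjusted. Among females only title number 1 held both genotypes (2 WT and 3 Vps39+/-), so that fit can barely separate block from genotype. With the 4 arrays of highest liver-list mean left out, of which 2 were WT females, 0 were called and 1173 were unadjusted, 51.7% of them higher.

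The respiratory chain list was higher in Vps39+/- females, with 72 of 73 subunit genes above 0, a mean difference of 0.12 and 16 members at an unadjusted p under 0.05, such as Sdhc (0.24), Cox5b (0.17) and Ndufb6 (0.19), subunits of complexes II, IV and I (camera adjusted p = 1.5e-12, and 0.510 with an estimated correlation). Proteasome genes were lower in 32 of 42 (mean -0.06, adjusted p = 1.2e-04), and Psmc6 (-0.23) passed adjusted over the list alone. Atrophy genes were lower in 9 of 11 (mean -0.30, adjusted p = 8.9e-04): Mt2 (-1.0) passed adjusted over the list alone, and Ddit4, an mTOR inhibitor, and Cdkn1a, a cell cycle inhibitor, were -0.84 and -0.65. Endothelial markers were higher in 9 of 10 (mean 0.17, adjusted p = 0.00917), led by Emcn (0.33). Lysosome genes were lower in 24 of 39 (mean -0.07, adjusted p = 0.0253), led by Ctsz (-0.50), and glucocorticoid and fasting genes in 7 of 7 (mean -0.19, adjusted p = 0.0416), led by Cebpd (-0.45). None of the 6 lists passed with an estimated correlation (adjusted p = 0.510 each), and no member passed over all genes. The proteasome was chosen by the study on these samples and is not independent evidence. Of lists that did not pass, neuromuscular junction genes (adjusted p = 0.0720) held Chrnd, an acetylcholine receptor subunit, at 0.68, and lymphocyte markers (adjusted p = 0.172) held Cd8a (0.49) and Cd3e (0.27), both at a dim mean, which all passed adjusted over the list alone. Adipocyte markers (adjusted p = 0.0720, and 0.806 with an estimated correlation) were lower in 8 of 8 members with a mean of -0.44, the largest of the list means given here, led by Pck1 (-1.13) and the leptin gene Lep (-0.68). Left without the 4 arrays of highest liver-list mean, their direction turned (adjusted p = 0.479).

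The liver-list mean in females was 1.28 lower in Vps39+/-, and WT female 2 and WT female 6 are among the 4 highest arrays. Without these 4 arrays the lysosome (adjusted p = 0.0643) and endothelial (0.0625) calls ended, while with the liver-list mean as a covariate both passed (0.0155 and 0.0234). Under that covariate neither passed with an estimated correlation (0.539 and 0.541). After cyclic loess the glucocorticoid and fasting call ended (0.0712). Single arrays ended the glucocorticoid and fasting call (WT female 1, 2, 3 or 4, or Vps39+/- female 1, 2 or 6; 0.052 to 0.199), the lysosome call (WT female 2 or 4, or Vps39+/- female 1 or 5; 0.0521 to 0.0763), the endothelial call (WT female 3; 0.0552) and the atrophy call (Vps39+/- female 1; 0.0729).

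In males, and among genes of mean 5 or more, the smallest p belonged to Paxbp1. This gene, a partner of the Pax transcription factors in muscle stem cells, stood at -0.55 in Vps39+/- (SE 0.10, lower in 6 of 6 arrays, limma adjusted p = 0.0696). Wdr5, a subunit of histone methyltransferase complexes, and Ebag9 were -0.39 and -0.32, and Fam221a, B4galt7, an enzyme of proteoglycan assembly, and 2410017I17Rik were 0.47, 0.46 and 0.43 higher, with adjusted p from 0.244 to 0.489. In the list of enzymes that modify DNA or histones, which did not pass (adjusted p = 0.354), Wdr5 passed adjusted over the list alone. Limma called 0 genes and had 1371 unadjusted (624 higher, 747 lower, 45.5% higher against 24.5% of 1480 with each array shifted to the same median). It called 77 with the first residual component as a covariate, of which 60 correlate over 0.9 with the liver-list mean. It called 0 and had 1195 without the 4 arrays of highest liver-list mean. Paxbp1 passed without WT male 4 (-0.61) or Vps39+/- male 2 (-0.62). Cnnm1 (0.60) without WT male 1 and Dnase1l2 (0.83) without WT male 5 also passed, and both were singled out after their values were seen.

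Among male gene lists, spliceosome genes were lower in Vps39+/- in 65 of 87 members (mean -0.08, camera adjusted p = 6.8e-05), led by Cdc5l (-0.29) and Hnrnpc (-0.17). Respiratory chain genes were lower in 65 of 73 (mean -0.06, adjusted p = 2.9e-04), led by Uqcrc2 (-0.19), ribosome genes in 38 of 56 (mean -0.05, adjusted p = 0.00484), led by Rps20 (-0.19), and proteasome genes in 34 of 42 (mean -0.05, adjusted p = 0.0146), led by Psmc5 (-0.17). No member passed, over all genes or adjusted over the list alone, and none of the 4 lists passed with an estimated correlation (adjusted p = 0.297 for the spliceosome and 0.992 for the others). The spliceosome, ribosome and proteasome were chosen by the study on these samples and are not independent evidence. The liver-list mean was 1.24 higher in Vps39+/- males, and 2 of the 4 highest arrays were Vps39+/- males. Without those 4 arrays none of the lists passed (respiratory chain 0.168, the others 0.058). With the liver-list mean as a covariate, the spliceosome (0.00116), respiratory chain (0.0108) and ribosome (0.0108) passed and the proteasome did not (0.0885). Under that covariate no list passed with an estimated correlation (0.161 for the spliceosome, 0.928 for the respiratory chain and ribosome). After cyclic loess only the spliceosome passed (respiratory chain 0.259, proteasome and ribosome 0.712). Single arrays ended the respiratory chain call (WT male 5, 0.0798; Vps39+/- male 3, 0.249; Vps39+/- male 4, 0.239), the ribosome call (WT male 4, 0.0758) and the proteasome call (WT male 3 or 4, or Vps39+/- male 2, 5 or 6; 0.0727 to 0.304).

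**Figure D4:**
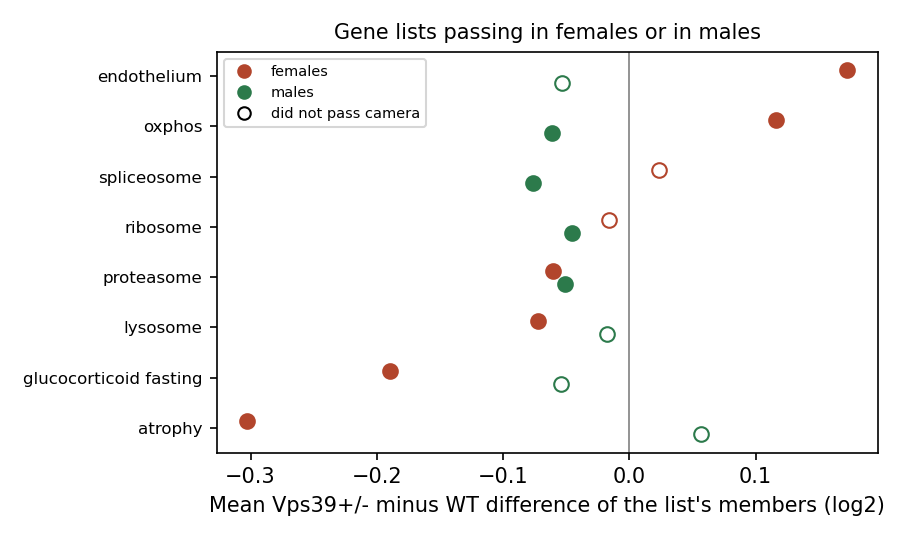
Mean Vps39+/- minus WT difference (log2) of the members of each list that passed camera at the preset correlation in females or in males. Filled points passed and open points did not; the respiratory chain list (oxphos) stands at 0.12 in females and -0.06 in males.

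Whether the genotype difference itself differed between the sexes was tested as an interaction. Limma called 0 genes, and 1525 had an unadjusted p under 0.05 (619 higher, 906 lower, 40.6% higher against 29.5% of 1626 with each array shifted to the same median and 56.4% of 1437 after cyclic loess). It called 301 with the first residual component as a covariate, of which 135 correlate over 0.9 with the liver-list mean. It had 2289 unadjusted with the title number as a fixed block, which is nearly confounded with genotype among females. Igfals, a carrier of insulin-like growth factors made mainly by liver, differed by 1.35, Eva1a by 0.57 and Mt2 by 1.29, and Tasp1, the leucyl transfer RNA synthetase gene Lars and Ebag9 by -0.57, -0.50 and -0.43, with adjusted p from 0.386 to 0.583. Without the 4 arrays of highest liver-list mean, 0 were called and 1066 were unadjusted, 51.8% of them higher.

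The genotype difference of the respiratory chain list was lower in males than in females in 73 of 73 members (mean -0.18, camera adjusted p = 1.95e-15, and 0.911 with an estimated correlation), led by Sdhc (-0.35) and Ndufb10 (-0.43). The same held for 69 of 87 spliceosome genes (mean -0.10, adjusted p = 0.00426), led by Lsm7 (-0.31), and for 10 of 10 endothelial markers (mean -0.23, adjusted p = 0.00921), led by Flt1 (-0.39). Atrophy genes went the other way in 10 of 11 (mean 0.36, adjusted p = 0.00649), and Mt2 (1.29) passed adjusted over the list alone. None of the 4 lists passed with an estimated correlation (adjusted p = 0.911 each), and no member passed over all genes. The spliceosome is not independent evidence. Without the 4 arrays of highest liver-list mean, the spliceosome (0.0558) and endothelial (0.0568) calls ended; with the liver-list mean as a covariate the spliceosome passed (0.0254) and the endothelial markers did not (0.0798). Single arrays ended the spliceosome call (WT female 3, 0.0519), the endothelial call (WT female 3, 0.0519; Vps39+/- male 4, 0.0548) and the atrophy call (Vps39+/- female 1, 0.0963).

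The sexes differed in many genes. Higher in males were Slc15a5, of a peptide transporter family, by 2.67 (SE 0.14), the complement gene C7 by 2.06 (SE 0.11), the clock repressor gene Ciart by 2.01 (SE 0.16) and Amd2, of polyamine synthesis, by 1.85 (SE 0.11), each in 12 of 12 males (limma adjusted p = 8e-12, 1.1e-11, 1.6e-08 and 3.3e-11). The gene 1700001O22Rik, Pfkfb3, an activator of glycolysis, the clock output gene Dbp and the protease gene Htra4 were 1.63, 1.49, 1.49 and 1.47 higher. Lower in males were Cyfip2, a regulator of actin, by -3.37 (SE 0.24), Mybph, a myosin-binding protein, by -3.09 (SE 0.20), the slow fibre light chain gene Myl2 by -1.78 (SE 0.33) and Cdkn1a by -1.60 (SE 0.20), each in 12 of 12 males (adjusted p = 1.1e-09, 1.3e-10, 0.00211 and 1.1e-05). Nr4a3, an immediate early transcription factor gene, Mir675, the phosphatase inhibitor gene Ppp1r1a and Arntl, the core clock activator, were -1.49, -1.29, -1.22 and -1.15. Limma called 661 of 19572 genes, 388 higher and 273 lower in males. It called 448 without the 4 arrays of highest liver-list mean and 97 in WT mice alone.

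Clock genes formed the clearest group by sex. Of 16 measured members, 14 passed over all genes (10 higher and 4 lower in males) and 15 adjusted over the list alone (camera adjusted p = 1.3e-06, and 0.00549 with an estimated correlation). The repressors Per2 (1.18), Bhlhe41 (0.99) and Ciart (2.01) and the output Dbp (1.49) were higher in males, and the activators Arntl (-1.15), Npas2 (-0.85) and Clock (-0.40) were lower. Of the polyamine and androgen list, 3 of 6 members passed over all genes and 4 adjusted over the list alone: Amd2 (1.85), Smox (1.42), Odc1 (1.02) and Sms (0.30), enzymes of polyamine synthesis and turnover (camera adjusted p = 1.3e-06, and 0.0312 with an estimated correlation). The latter was 0.0617 without the 4 arrays of highest liver-list mean and 0.0373 with the liver-list mean as a covariate, while those of the clock list were 0.0224 and 0.00547. Neither list passed camera on ranks (adjusted p = 0.112 each).

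**Figure D5:**
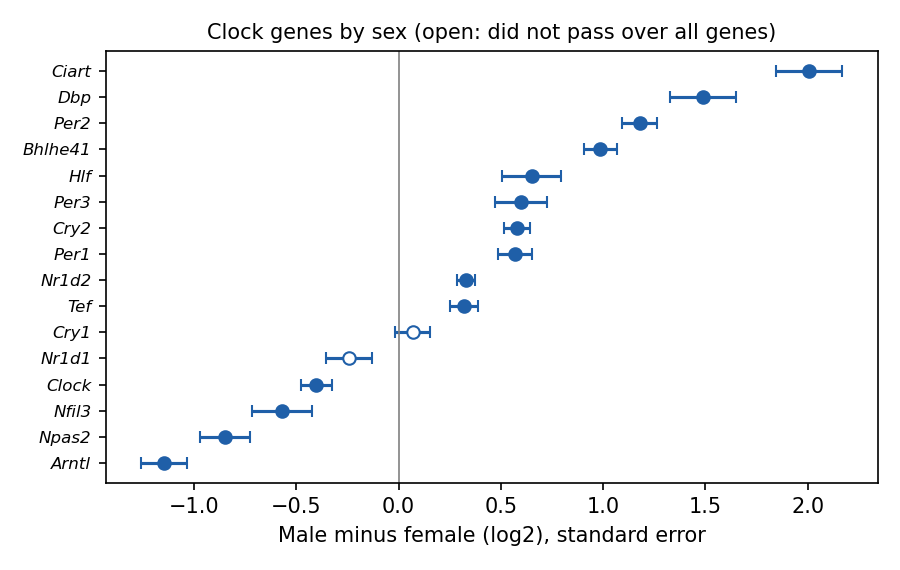
Male minus female difference (log2) with its standard error for the 16 measured clock genes. Filled points passed over all genes, from Ciart at 2.01 to Arntl at -1.15, and Cry1 and Nr1d1 did not.

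Slow fibre genes were lower in males in 12 of 12 members, 2 past the threshold over all genes and 4 adjusted over the list alone: Myl2 (-1.78), Myl3 (-0.72), Myoz2 (-0.58) and Csrp3 (-1.41), proteins of the slow sarcomere (camera adjusted p = 1.9e-05, and 0.627 with an estimated correlation). Ribosome genes were lower in 49 of 56 (mean -0.05, adjusted p = 7.1e-06; 1 over all genes, Rpl35a, -0.18, and 0 adjusted over the list alone). Atrophy genes went both ways, 6 lower and 5 higher, with a mean of -0.26 (adjusted p = 0.0140), 3 over all genes and 5 adjusted over the list alone, such as Cdkn1a (-1.60), Mt1 (-0.62) and Klf15 (-0.40). Macrophage markers were lower in 10 of 11 (mean -0.16, adjusted p = 0.0256; 0 by either adjustment), led by Mrc1 (-0.53). Respiratory chain genes were higher in males in 58 of 73 (mean 0.05, adjusted p = 8.9e-04; 1 over all genes, Ndufa8, 0.22, and 3 adjusted over the list alone) and proteasome genes in 30 of 42 (mean 0.06, adjusted p = 0.0140; 3 over all genes and 5 adjusted over the list alone), among them Psmd8 (0.61), while Psme1, an activator of the immunoproteasome, was lower (-0.24). Nor did the other 5 of these lists pass with an estimated correlation (ribosome 0.722, atrophy 0.722, macrophage 0.651, respiratory chain 0.934 and proteasome 0.795, all adjusted p). Without the 4 arrays of highest liver-list mean the proteasome (0.0991) and macrophage (0.237) calls ended; with the liver-list mean as a covariate the proteasome passed (0.0477) and the macrophage markers did not (0.0854). After cyclic loess the respiratory chain (0.128), proteasome (0.0849) and macrophage (0.0524) calls ended, and on ranks that of atrophy genes (0.372). Among genes of mean 5 or more, where 6 of 11 macrophage markers are left, the macrophage call ended too (0.333). Single arrays ended the macrophage call (WT female 2, WT male 5, Vps39+/- female 1 or Vps39+/- male 2; 0.0518 to 0.0807), the proteasome call (WT male 3, 0.0535) and the atrophy call (Vps39+/- female 5, 0.0507).

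Array-wide measures were compared between genotypes. The interquartile range of the log2 values was -0.05 in Vps39+/- (3.01 ± 0.04 against 3.06 ± 0.05, SD, n = 12 each, permutation p = 0.0186). The array median was 0.016 higher (permutation p = 0.112) and the mean of 1449 olfactory, vomeronasal and taste receptor genes, a measure of background, differed by 5.8e-04 (permutation p = 0.972).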

Values the study reported

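The study reported 1641 genes with nominally different expression between Vps39+/- and WT muscle (p < 0.05). It used 22,206 probes for mouse muscle, which it describes as annotated to gene symbols. Its gene set enrichment analysis found the proteasome, the ribosome and the spliceosome to be significant. By chi-squared tests of gene ontology terms among the 1641 genes, it also reported epigenetics and histone terms as overrepresented. Muscle terms were nominally enriched. Those terms are other gene sets, tested in another way, than the lists tested here.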

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

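The tests of a single liver source, of a genotype difference in muscle, of time of day, of liver RNA behind the clock genes and of Pla2g4 neighbors were chosen after the result they bear on was seen; the other tests were planned.

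Liver transcripts reached a list mean of 11.19 in WT female 2 and 9.61 in Vps39+/- male 3. A genotype difference in muscle is excluded as the whole cause, since the highest array of each genotype lay at least 4.47 above the median of all arrays. The balance of female-typical and male-typical liver genes rose with the liver list in females (slope 0.48) and not in males (-0.29, permutation p = 0.0124). This argues against a single liver source for both sexes but does not exclude it, since the slopes rest largely on the few arrays of high liver-list mean. Among the 4 highest, the females were WT and the males Vps39+/-. Liver RNA or tissue in the muscle preparations stays open only by the rule set in advance. Of 26 further liver genes, 20 (76.9%) were over 1 log2 unit above the median array in at least 3 of the 4 arrays. That fell short of the 80% asked for, though 0 of them were raised in none of the 4. Alb stood at 13.56 in WT female 2, 13.26 in WT female 6, 13.36 in Vps39+/- male 3 and 12.81 in Vps39+/- male 2. These values go with liver RNA, but the rule was not met. No biological explanation was tested beyond genotype.

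Clock genes differed between the sexes. The list passed with the liver-list mean as a covariate and an estimated correlation (adjusted p = 0.00547), so liver RNA does not explain it as a whole. The 4 genes that peak opposite to Dbp differed by -0.74 on average (95% interval -0.93 to -0.55), which is the pattern a different time of collection would give and also one a sex difference in the clock could give. The labels give no time of collection, so these cannot be told apart.

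Genes near Vps39 differed by genotype more often than other genes. With the liver-list mean as a covariate, Fisher's exact p was 0.00429, which by the rule set in advance spoke against liver RNA as the whole cause. The liver-list mean differed between genotypes by only -0.02, so this covariate could change the comparison little and the test cannot decide. Without the Pla2g4 family, 28 of 229 genes (12.2%) passed against 7.25% of others (Fisher's exact p = 0.00692). The higher share therefore did not rest on that family alone, and other co-expressed neighbours were not tested. Both p take neighbouring genes as independent and measure no spread between mice. A local effect of the targeted allele, such as flanking DNA of the stem cell strain, may raise or lower the same genes in both sexes. The female and male differences of these genes correlated at -0.15, against a window median of -0.23, and 0.322 of the windows were as high, so it stays open. Without the 4 arrays of highest liver-list mean the correlation was 0.23 (0.0126 of windows as high), a version added after the planned value was seen, and it was not used for the verdict.

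Other splits of the mice were drawn 100 times for each result, the real split included. For the sex effect, 661 genes were called against at most 1 in the other splits, and 1 split of 100, the real one, reached it, so chance is excluded. The splits cannot separate sex from the opening number of the titles, which runs by group. For genotype in females, 4 of 100 splits had as many as the 1628 unadjusted genes (highest other 1915). This was the only 1 of 5 counts of unadjusted genes under the 0.05 level set in advance. The margin is narrow and was not corrected over the 5 counts, so it is weak evidence against chance. The count was 1173 without the 4 arrays of highest liver-list mean and 1271 without WT female 6, and no splits were drawn for those smaller sets. For the other counts of unadjusted genes chance could not be excluded: genotype 5 of 100 (1436; highest other 1838), genotype with 6 of each sex per group 5 of 100 (1436; 1654), genotype in males 8 of 100 (1371; 2016) and the interaction 5 of 100 (1525; 2246). For the counts of gene lists passing it could not be excluded either: genotype 57 of 100 (4; 11), females 35 of 100 (6; 15), males 56 of 100 (4; 14), interaction 57 of 100 (4; 14) and sex 11 of 100 (8; 10).

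The genotype differences of 4 lists differed between males and females by camera on the interaction: the respiratory chain (adjusted p = 1.95e-15), the spliceosome (0.00426), atrophy genes (0.00649) and endothelial markers (0.00921). None passed with an estimated correlation (adjusted p = 0.911 each), and without the 4 arrays of highest liver-list mean the spliceosome (0.0558) and endothelial (0.0568) calls ended.

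Single arrays stood apart within their group of 6 in 17 of 228 groups tested, where chance flags about 1 in 20 groups, or 11. The value given is the gap to the nearest array over the range of the group. For lists it was 0.867 for the liver-list mean in WT male 6 (level 7.16) and 0.946 for exocrine pancreas genes in Vps39+/- male 3 (level 10.59). Among genes named for genotype it was 0.702 for Vps39 in Vps39+/- female 4, 0.722 for Atg5 in Vps39+/- female 2, 0.646 for Olfr66 in WT male 6, 0.786 for Tmem212 in WT male 3, 0.646 for Tmem212 in Vps39+/- female 1 and 0.629 for Tmed7 in Vps39+/- male 2. Among genes named for sex it was 0.654 for Cyfip2 in WT male 6, 0.637 for Mybph in Vps39+/- male 2, 0.679 for Nr4a3 in WT female 2 and 0.653 for Nr4a3 in Vps39+/- female 6. For the rest it was 0.628 for Actc1 in Vps39+/- male 3, 0.689 for Itga8 and 0.684 for Rftn1 in Vps39+/- female 1, 0.637 for Ebag9 in Vps39+/- female 5 and 0.628 for Lars in WT male 2.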

How the results depend on the processing

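The alternatives without the 4 arrays of highest liver-list mean and with the liver-list mean as a covariate were chosen after the data were seen. Of the named genes and the gene lists that passed, under the alternatives other than leaving out single arrays, 768 results kept their side of the threshold and direction, 19 passed where they had not and 64 no longer passed; none of these changed direction. Lists that had not passed were not counted, and some turned, such as slow fibre genes for genotype without the 4 arrays (adjusted p = 0.221). Unless stated, the cause was not tested. For genotype, array weights called 1 gene (Olfr66), and with a mean of 5 or more 936 genes were unadjusted, with fewer probe sets tested. With the first residual component as a covariate, 285 genes were called in females, 77 in males and 301 for the interaction; 118, 60 and 135 of them correlate over 0.9 with the liver-list mean. With title number as a fixed block, 4 genes were called for genotype (Tmem212, Zscan18, Olfr66 and 1700031M16Rik) and 2 in females (Hacd3, -0.99, and Lrtm1, 0.89, seen only afterwards), and 2573 were unadjusted in females and 2289 for the interaction; the fixed block gave 447 genes for sex (402 of the 661) and ended the list calls of the lysosome for genotype (adjusted p = 0.0849), the proteasome in males (0.601) and for sex (0.0771), and the spliceosome for the interaction (0.0723). As a random block it gave 645 genes for sex, all among the 661, and 0 elsewhere. The replicate numbers could not pair mice because they only follow the order of accessions, so the title number before the point was the only grouping tried. WT mice alone gave 97 genes for sex, with fewer mice. Gene lists passing: cyclic loess 2 for genotype and 1 in males; estimated correlation 0 for genotype, 0 in females, 0 in males, 0 for the interaction and 2 for sex; ranks 5 for sex; without the 4 arrays 1 for genotype, 0 in males and 2 for the interaction. Without those arrays Schwann cell and nerve genes in females (adjusted p = 0.00697, and 0.437 with an estimated correlation) and adipocyte markers for sex (0.00608, and 0.893) passed anew. The array median differed by 0.031 in males alone (exact p = 0.00433), the interquartile range by -0.039 in females alone (exact p = 0.216), and the olfactory mean by -0.020 in males alone, where it turned from 5.8e-04. Leaving out 1 array gave 0 to 3 genes for genotype, 0 to 1 in males, 536 to 629 for sex, 2 to 6 lists for genotype, 2 to 4 in males, 2 to 6 for the interaction, and 0.26 to 0.44 for Vps39. Signal over background limits dim probe sets.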

Other observations

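The tests on the heart list were chosen after the arrays were seen.

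Some insulin signalling genes differed by sex, and their list did not pass camera (adjusted p = 0.0886, and 0.934 with an estimated correlation). It was 0.0441 without the 4 arrays of highest liver-list mean, and 0.0112 with the liver-list mean as a covariate, and 0.893 and 0.688 there with an estimated correlation. Of 27 members, 5 passed over all genes, all lower in males, and 7 adjusted over the list alone. Irs1, the docking protein of the insulin receptor, stood at -1.12, Grb10, an inhibitor of that receptor, at -0.65, and the kinase subunit genes Pik3r1 and Pik3ca at -0.35 and -0.30. Musk, the receptor kinase that organises the neuromuscular junction, was 0.79 higher in males and passed over all genes.

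Lists of several organs were written after the data were seen, and their p were not adjusted over the lists. For genotype, the kidney, brain, intestine and skin lists gave permutation p of 0.0889, 0.257, 0.449 and 0.557. The heart list, singled out from these and including Actc1, a gene within 10 Mb of Vps39, differed by 0.14 in Vps39+/- (permutation p = 0.0189). In females it differed by 0.24 (exact permutation p = 0.00866). Without Actc1 it differed by 0.11 (permutation p = 0.0479; 0.19 in females, exact permutation p = 0.0281, and 0.034 in males, exact permutation p = 0.660). In Vps39+/- male 3, genes of the exocrine pancreas had a mean of 10.59, with Cpa1 at 11.59 and Amy2a5 at 12.31, against a median array of 4.77.

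The genotype differences of females and males correlated at r = -0.30 across genes, which are not independent replicates, with a Spearman correlation of -0.018. Pearson's r was 0.045 without the 4 arrays of highest liver-list mean and 0.055 over the 18190 probe sets with little correlation to the liver list.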
